A study of Sycon ciliatum with 26 samples.

How the data were processed

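The authors sequenced mRNA libraries of regenerating Sycon ciliatum structures and of cells dissociated from a whole animal. Per the labels' protocols, total RNA was extracted with Trizol, and indexed libraries were prepared with the Lexogen SENSE mRNA-Seq kit for Illumina sequencing. The deposited values are read counts per gene ID, 1 table per library, with whole numbers that sum to a different total in each library. No step between sequencing and counting (trimming, alignment, counting, strand, genome build, gene models) is stated in the labels or the file headers. The IDs begin with MSTRG, a prefix that the program StringTie gives to merged gene models, and a gene can be split over several such IDs or share reads with an overlapping ID or a near-identical copy. Such IDs were not separated here, and the value of any single ID is uncertain to that degree. The index sequences in the labels repeat, with 22 distinct indices over 26 libraries and 4 of them used by 2 libraries each, so the libraries came from at least 2 sequencing pools; the labels do not say which library was in which pool.

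Groups were taken from the days after dissociation in the sample labels. Replicate numbers were taken from the titles. At days 10 to 14 the titles number the replicates 2 to 5 while the sample set labels number them 1 to 4, and both numberings were tried as a block. Every row of the tables names a gene ID. All values come from the deposited counts, with 35307 IDs per library and totals of 7425481 to 26087749 counts. At the smallest total, before TMM scaling, a gene at 5 CPM is expected to have 37.1 counts. The TMM factor of that library was 0.886, which lowers this number on a TMM-scaled total. Libraries of one window were checked for duplicates with a chi-square of their counts over genes with at least 20 counts in the pair.

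The main test was edgeR's quasi-likelihood F test (edgeR 4.0.16, limma 3.58.1, R 4.3.3; filterByExpr, TMM scaling, glmQLFit with robust = TRUE) in a single model of the 25 regenerating libraries with the time window as the only factor. The common dispersion was 0.173. The filter kept 23995 IDs and left out 11312. All 7 windows were compared in an omnibus test, the 6 consecutive steps and the contrast of the mean of days 16 to 18 and 21 to 24 against the mean of days 1 and 2 were tested in the same model, and p-values were adjusted by Benjamini and Hochberg with a threshold of 0.05. All of these tests are two-sided. This F test yields no standard error of a fold change, so the SD over libraries is given with each mean. The adult library, without a replicate, entered no test between groups. Named genes followed a rule in the contrast of days 16 to 24 against days 1 and 2. They had an adjusted p under 0.05, an absolute log2 fold change of at least 1 and no overlap between libraries of both sides. They also had a mean of at least 10 CPM on the higher side. The 2 largest fitted log2 fold changes in each direction were then taken. Where every library of one side had at most 3 counts, a fold was computed against 3 counts and is a lower bound of the ratio of means. It covers counting error on the lower side only, not the spread among libraries of the higher side. CPM values of the regenerating libraries use TMM-scaled totals, and those of the adult library in the gene comparison use its unscaled total.

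Variance shares and principal components were computed from log2 CPM (prior count 2, TMM) of the 1000 most variable genes, with Python 3.11.15, NumPy 2.4.6, pandas 2.3.3 and SciPy 1.17.1. The variance share and the trend of similarity to the adult library over days were tested by permutation with 100000 resamples (exact enumeration within a sample set). The groups, tests, rule for named genes and main alternatives were chosen before the data were examined. The alternatives were DESeq2 size factors, upper-quartile scaling, DESeq2 1.42.0 (Wald and likelihood ratio tests), no filter on low counts, a mean of at least 5 CPM, robust = FALSE, a log2 fold change of at least 1, the replicate number as a block (from the title and from the set label), a fit of only the libraries compared, and leaving out each library in turn where at least 2 remained on each side. For the variance share, all tested genes and a prior count of 0.5 were also tried. A fit with 2 surrogate variables (sva 3.50.0) and one with the deepest library thinned to the median total were chosen after seeing the data.

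The edgeR procedure was tested on simulated counts for 23995 genes, drawn from the means, dispersions and library sizes of the real data with 200 genes changed 2 log2 units. The changed genes were taken from those with a mean of at least 1 CPM. Genes varied independently, each with the same dispersion in all windows. It recovered 47% of the changed genes for day 2 against day 1 and 62% for the next step. Recovery was 80% for days 6 to 8 against days 3 to 4 and 78% for days 10 to 14 against days 6 to 8. It was 65% for each of the last 2 steps and 74.5% for days 16 to 24 against days 1 and 2. False calls numbered at most 8 in these comparisons and at most 9 in the omnibus test. The permutation test of the variance share was run on simulated normal values instead, independent between genes and without a choice of the most variable genes. It gave p under 0.05 in 2 of 20 data sets without group differences, and in 20 of 20 data sets with differences. The differences were added to every gene, so this run does not measure power in the real data.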

Results

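Gene expression was profiled by RNA sequencing during regeneration of the calcareous sponge Sycon ciliatum, in which structures form again from the cells of a dissociated animal. The series title sets the study's question as how far this regeneration resembles development after larval settlement. No library of a larva or of a settled larva was analysed here, so the comparisons below follow the regenerating structures over time and set them against cells of an adult. The 26 libraries comprised 25 libraries of regenerating structures in 7 time windows after dissociation and 1 library of cells dissociated from a whole animal, called the adult library here. Day 1 and day 2 had 2 libraries each, days 3 to 4 and days 6 to 8 had 6 libraries each, days 10 to 14 had 4, days 16 to 18 had 3 and days 21 to 24 had 2. The last 2 windows carry the stage names PJUV and JUV in the labels. For the fifth window the sample labels give days 10 to 14, whereas the design text of the series gives a window that ends on day 12; the sample labels were followed.

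Each library consisted of read counts for the same 35307 gene IDs. Total counts ranged from 7425481 to 15395912 in 25 of the 26 libraries, and replicate 1 of day 1 was deeper, with 26087749 counts. The adult library held 11398214 counts. The other library of day 1 held 9835656 counts, and the libraries of day 2 held 11282902 and 7425481. Totals spanned 7551436 to 12698811 at days 3 to 4 and 8328070 to 11306378 at days 6 to 8. The later windows spanned 11469047 to 12001364 counts at days 10 to 14, 11863223 to 12728111 at days 16 to 18, and 12008134 to 15395912 at days 21 to 24. The number of genes with at least 1 count averaged 26873 ± 632 (SD, n = 6) at days 3 to 4, 26674 ± 367 (SD, n = 6) at days 6 to 8 and 26911 ± 216 (SD, n = 4) at days 10 to 14. The 10 most abundant genes took 9.25% ± 1.10 (SD, n = 6) of the counts at days 3 to 4 and 8.82% ± 0.904 (SD, n = 6) at days 6 to 8, against 10.8% in the adult library. Each of the 42 pairs of libraries within a window differed by more than sampling noise, with a chi-square per gene of at least 15.0, so none was a second count of another library. Each was counted as a replicate, while a shared parent or cell pool was not excluded.

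The time window accounted for most of the variance among regenerating libraries. Over the 1000 most variable genes, 73.3% of the variance of log2 counts-per-million (CPM) lay between the 7 windows, against a median of 24.1% when window labels were shuffled over the 25 libraries (one-sided permutation test, 100000 resamples, p = 1e-05, the smallest these permutations can give). The alternative that moved this share most was the use of all tested genes, which gave 57.0% (permutation p = 1e-05). The first principal component held 64.0% of the variance and the second 9.56%. Scores on the first component followed the order of the windows, with means of -117 at day 1 and -81.9 at day 2 (n = 2 each), -42.1 ± 17.5 (SD, n = 6) at days 3 to 4 and 18.1 ± 13.9 (SD, n = 6) at days 6 to 8. The mean score was 45.2 ± 7.18 (SD, n = 4) at days 10 to 14, 64.6 ± 4.16 (SD, n = 3) at days 16 to 18 and 84.2 ± 4.64 (SD, n = 2) at days 21 to 24. Libraries of the middle windows spread along the second component, with an SD of 28.1 at days 3 to 4, 30.6 at days 6 to 8 and 29.0 at days 10 to 14, compared with 4.43 at day 1 and 4.00 at days 21 to 24.

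**Figure D1:**
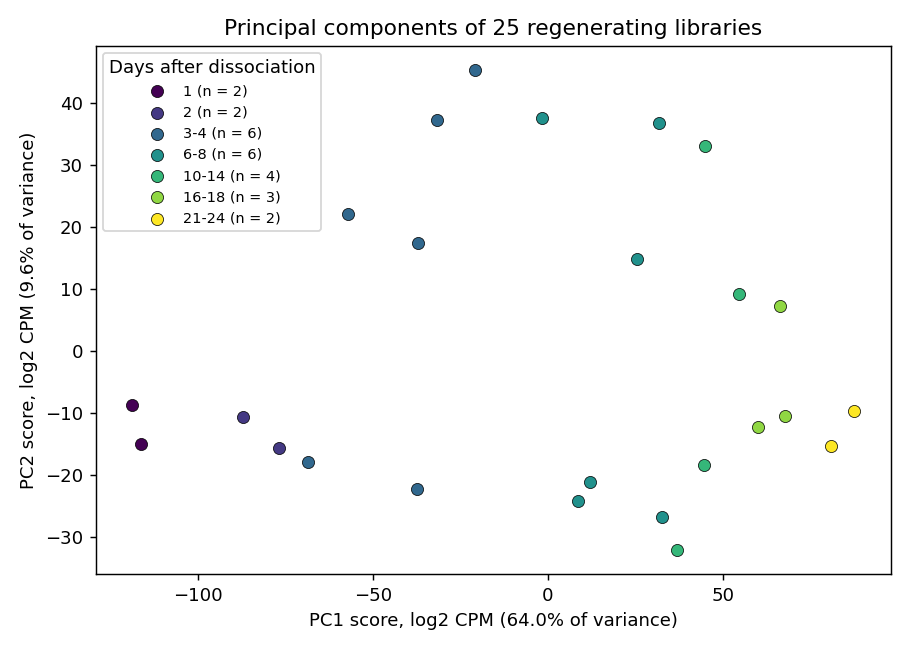
Scores of the 25 regenerating libraries on the first principal component (horizontal axis, 64.0% of the variance) and the second (vertical axis, 9.56%), computed from log2 CPM of the 1000 most variable genes. Each point is 1 library, coloured by time window; the windows run from left to right in order of time, and the libraries of days 3 to 4, 6 to 8 and 10 to 14 spread along the vertical axis.

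To ask which genes varied with time, all 7 windows were compared in edgeR's quasi-likelihood test. Of 23995 genes tested, 8988 (37.5%) had a Benjamini-Hochberg adjusted p under 0.05. Among the alternatives, a filter on genes with a mean of at least 5 CPM gave the lowest number, 6235 of the 12953 genes then tested. DESeq2's likelihood ratio test gave the highest, 11027 genes, of which 8874 were also called by edgeR. By fitted group mean, 3239 of the 8988 genes (36.0%) were highest at day 1 and 1263 (14.1%) at day 2. The middle windows held fewer such maxima, with 339 genes (3.77%) at days 3 to 4, 594 (6.61%) at days 6 to 8 and 630 (7.01%) at days 10 to 14. Days 16 to 18 held the maximum of 1332 genes (14.8%) and days 21 to 24 that of 1591 genes (17.7%). A window with fewer libraries has a noisier mean and holds more maxima without any change in expression. Among the 3505 genes with an unadjusted p of at least 0.5, the shares were 18.1% at day 1, 16.7% at day 2, 8.62% at days 3 to 4, 11.7% at days 6 to 8, 11.9% at days 10 to 14, 13.5% at days 16 to 18 and 19.5% at days 21 to 24. The difference between both sets of shares was not tested.

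Consecutive windows were then compared in the same edgeR model to locate the intervals in which expression changed. Between day 1 and day 2, 7 genes passed an adjusted p of 0.05, 2 higher and 5 lower at day 2. An unadjusted p under 0.05, which about 5% of unchanged genes reach by chance, was found for 2044 genes. Upper-quartile scaling, which shifted the median log2 fold change of all genes by 0.12, left 3 of these 7 genes, 2 higher and 1 lower. Lower calls stayed more frequent in DESeq2, with 23 higher and 63 lower, and at a mean of at least 5 CPM, with 0 and 5. Between day 2 and days 3 to 4, 694 genes changed, 316 upward and 378 downward (45.5% upward, and 53.3% under upper-quartile scaling). The balance of directions depended on the analysis, with 398 upward and 258 downward at a mean of at least 5 CPM, 971 and 524 in DESeq2, and 4 and 38 when only the compared libraries were fitted. The number of genes rested partly on single libraries: it was 409 without replicate 6 and 1168 without replicate 5 of days 3 to 4. With the replicate number as a block it was 206 by the title and 259 by the set label. A fit with 2 surrogate variables, chosen after seeing the data, gave 1655. Between days 3 to 4 and days 6 to 8, 1970 genes changed, of which 1364 were lower and 606 higher at days 6 to 8. Without replicate 3 of days 6 to 8 the number was 1103, with 855 lower and 248 higher, and without replicate 1 it was 1276, with 938 lower and 338 higher. The median size of the change on the log2 scale was 1.88 among the 694 genes and 1.29 among the 1970 genes, or 1.79 and 1.22 when genes with at most 3 counts in every library of one side were held at their lower bound.

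Later steps yielded few genes in the main edgeR model. Between days 6 to 8 and days 10 to 14, no gene passed the adjusted threshold in edgeR (0 of 23995, lowest adjusted p 0.532). An unadjusted p under 0.05, which about 5% of unchanged genes reach by chance, was found for 1411 genes. DESeq2 called 14 genes, 13 of them higher at days 10 to 14. Between days 10 to 14 and days 16 to 18, edgeR called 3 genes, 2 higher and 1 lower, with 1640 genes at an unadjusted p under 0.05. These calls did not hold up when libraries were removed, as the number was 0 in 5 of the 7 fits that each left out 1 library and 22 without replicate 3 of days 16 to 18. Between days 16 to 18 and days 21 to 24, 11 genes were called, 9 higher and 2 lower at the later window, with 1706 genes at an unadjusted p under 0.05. Leaving out a library of days 16 to 18 lowered that number to 4, 3 and 4 genes for replicates 1, 2 and 3. DESeq2 called more genes in both of these steps. It gave 90 for days 16 to 18 against days 10 to 14 (36 higher, 54 lower). For days 21 to 24 against days 16 to 18 it gave 81 (53 higher, 28 lower). Fitting only the libraries compared gave 5 and 64 genes. Whether the steps differ from one another in the size of the change was not tested.

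**Figure D2:**
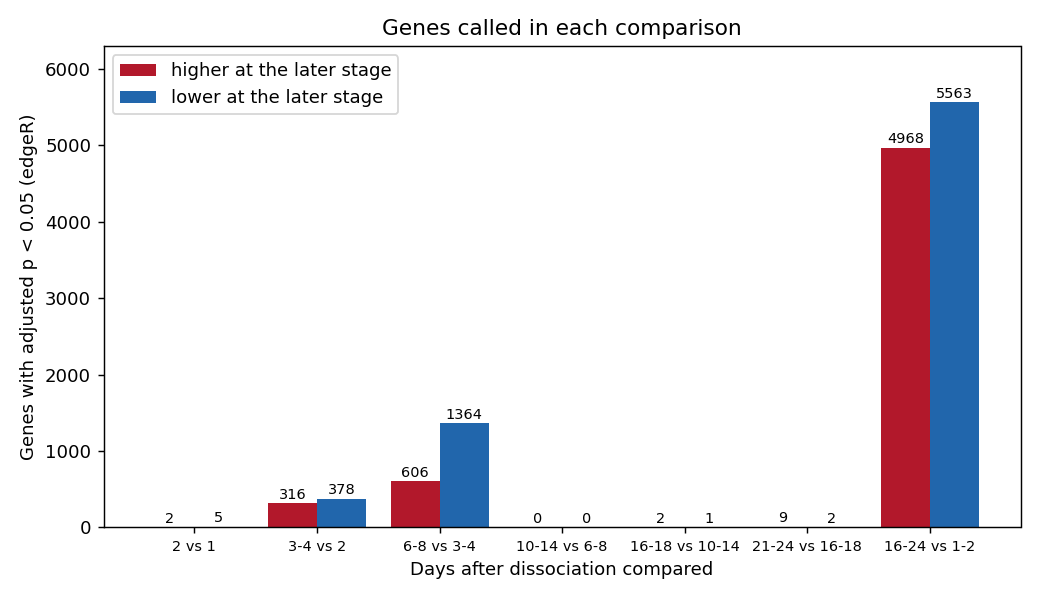
Number of genes (vertical axis) with an edgeR adjusted p under 0.05 in each comparison of time windows (horizontal axis, days after dissociation), with genes higher at the later stage in red and lower in blue. The step from days 3 to 4 to days 6 to 8 gave 606 and 1364 genes, the step to days 10 to 14 gave 0 and 0, and the span from days 1 and 2 to days 16 to 24 gave 4968 and 5563.

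The start and the end of the time course were compared by setting the 5 libraries of days 16 to 24 against the 4 libraries of days 1 and 2. In this comparison 10531 of 23995 genes (43.9%) had an edgeR adjusted p under 0.05, with 4968 higher and 5563 lower at days 16 to 24. The balance between directions lay within the effect of scaling, as 47.2% of the calls were higher under TMM and 50.5% under upper-quartile scaling. The median size of these changes was 1.501 on the log2 scale, or 1.44 when the 1121 genes with at most 3 counts in every library of one side were held at their lower bound. A filter that kept only genes with a mean of at least 5 CPM reduced the genes tested to 12953 and the genes called to 6931, of which 3382 were higher and 3549 lower.

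Gene IDs in the files carry no gene names or positions, and none of them (0 of 35307) matched the 26717 genes of the table of RefSeq genes at hand for the assembly ocSycCili1.1, so genes are identified by ID only. Genes were kept if the libraries of both sides did not overlap and the higher side had a mean of at least 10 CPM. Of these, 1583 were higher and 1882 lower at days 16 to 24. The 2 of largest fitted log2 fold change in each direction are given here. MSTRG.7659 had a mean of 0.146 ± 0.145 CPM (SD, n = 4) at days 1 and 2, where no library held more than 3 counts, and 1989 ± 2136 CPM (SD, n = 5) at days 16 to 24, at least 6523-fold higher (edgeR adjusted p 0.000781). This bound is on the ratio of means and leaves out the spread among libraries. Replicate 3 of days 16 to 18 alone reached 5123 CPM, against 13.3 and 25.9 CPM in the other libraries of that window. Without that library the mean of days 16 to 24 was 1206 CPM, at least 3953-fold above days 1 and 2, and the edgeR adjusted p was 0.0013; over all alternatives of this gene it lay between 3.67e-15 and 0.0163. The mean of MSTRG.7659 at days 10 to 14 was 453 ± 561 CPM (SD, n = 4), and 204 CPM without replicate 5 of that window. MSTRG.6573 rose from 0.0332 ± 0.0664 CPM (SD, n = 4), again with at most 3 counts in any library, to 485 ± 443 CPM (SD, n = 5), at least 1591-fold higher (edgeR adjusted p 5.34e-05). The same library, replicate 3 of days 16 to 18, held 1161 CPM of this gene, and without it the mean of days 16 to 24 was 316 CPM, at least 1036-fold above days 1 and 2.

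Of the genes that fell, MSTRG.15234 declined from 327 ± 203 CPM (SD, n = 4) at days 1 and 2 to 0.125 ± 0.206 CPM (SD, n = 5) at days 16 to 24, a fitted log2 fold change of -12.49 (edgeR adjusted p 0.000143). No library of days 16 to 24 held more than 6 counts of it. It stood at 503 ± 0.209 CPM (SD, n = 2) at day 1, 152 ± 10.5 CPM (SD, n = 2) at day 2 and 11.8 ± 18.8 CPM (SD, n = 6) at days 3 to 4. Without replicate 2, the mean at days 3 to 4 was 4.57 CPM. MSTRG.11899 had 54.8 ± 27.3 CPM (SD, n = 4) at days 1 and 2 and 0 counts in each of the 5 libraries of days 16 to 24, at least 245-fold lower when each library is given 3 counts, the limit that a count of 0 allows (edgeR adjusted p 3.89e-05). This limit covers counting error only. At days 3 to 4 MSTRG.11899 still averaged 33.0 ± 30.4 CPM (SD, n = 6), and at days 6 to 8 it averaged 1.09 ± 0.926 CPM (SD, n = 6). In the adult library, which has no replicate, MSTRG.7659 stood at 2.37 CPM, MSTRG.6573 at 5.97 CPM, MSTRG.15234 at 20.3 CPM and MSTRG.11899 at 6.23 CPM.

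**Figure D3:**
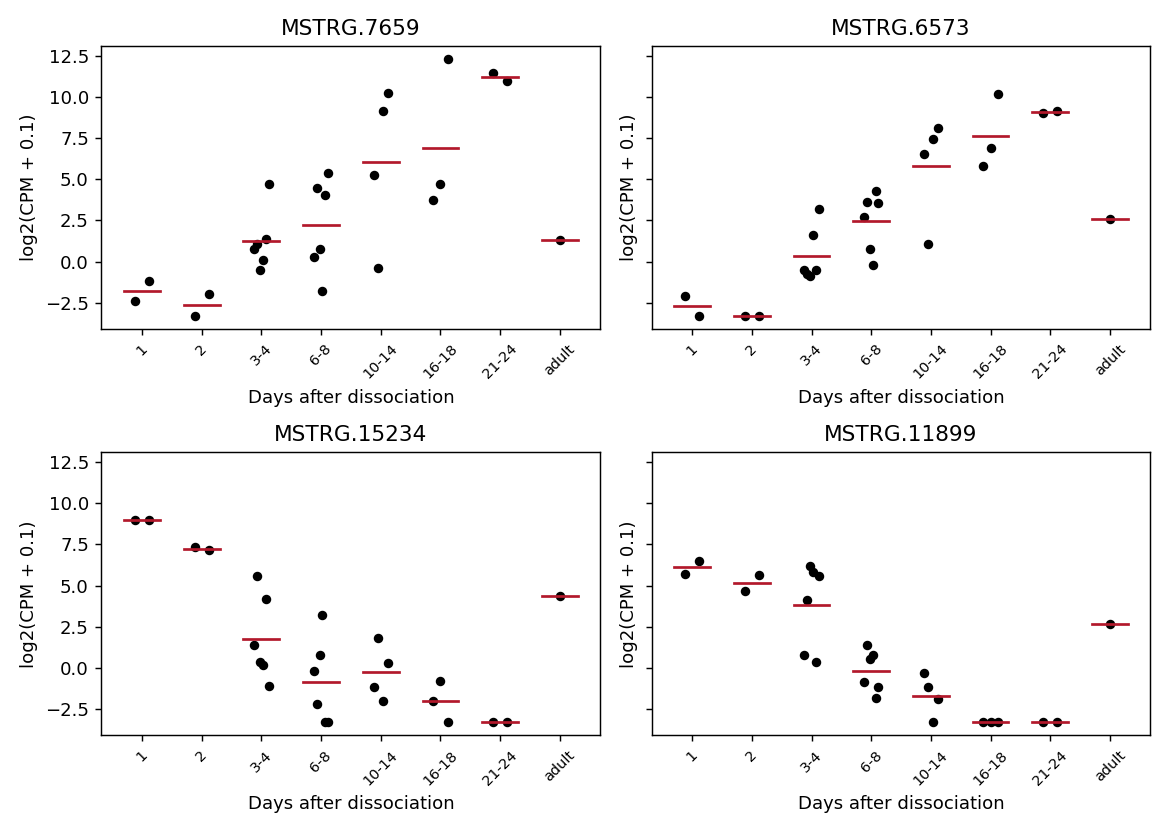
Log2(CPM + 0.1) (vertical axes) of the 4 genes named in the text in each library, by days after dissociation (horizontal axes), with the adult library at the right. Points are libraries and red lines are means of the log2 values; MSTRG.7659 and MSTRG.6573 rise over the time course, with replicate 3 of days 16 to 18 above the other libraries of its window, and MSTRG.15234 and MSTRG.11899 fall.

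Each regenerating library was compared with the adult library by Spearman's rank correlation across the tested genes, which are not independent replicates. The mean correlation was 0.810 ± 0.00718 (SD, n = 2) at day 1 and 0.852 ± 0.00214 (SD, n = 2) at day 2. It was 0.833 ± 0.0154 (SD, n = 6) at days 3 to 4, 0.832 ± 0.0124 (SD, n = 6) at days 6 to 8 and 0.805 ± 0.0196 (SD, n = 4) at days 10 to 14. The later windows gave 0.795 ± 0.0169 (SD, n = 3) at days 16 to 18 and 0.779 ± 0.00562 (SD, n = 2) at days 21 to 24. Over the 25 libraries, the correlation with the adult library fell with the first day of the window, with Pearson's r = -0.730 (two-sided permutation p = 5e-05, adjusted 0.0001 over 2 relations) and Spearman's rho = -0.628 (permutation p = 0.00097, adjusted 0.00097). Without the 2 libraries farthest from the median day, r was -0.615 and rho -0.523 (n = 23, permutation p = 0.00198 and 0.0115). The relation did not hold from the start of the time course, as day 1 lay below day 2; without the libraries of day 1, r was -0.819 (n = 23, permutation p = 1e-05).

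A filter on genes with a mean of at least 5 CPM moved the trend most, to r = -0.470 (permutation p = 0.0178) and rho = -0.334 (permutation p = 0.105), so the rank measure no longer passed 0.05 among well expressed genes. No sequencing batch is named in the labels, and the numbered sample sets were taken as possible batches. Within set 1 r was -0.839 and rho was -0.786 (n = 7, exact permutation p = 0.0173 and 0.048). In set 2, r was -0.710 and rho -0.429 (n = 7, exact permutation p = 0.075 and 0.354), which did not pass 0.05. The other sets held fewer than 6 libraries each and were not tested on their own. All comparisons with the adult rest on 1 adult library.

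**Figure D4:**
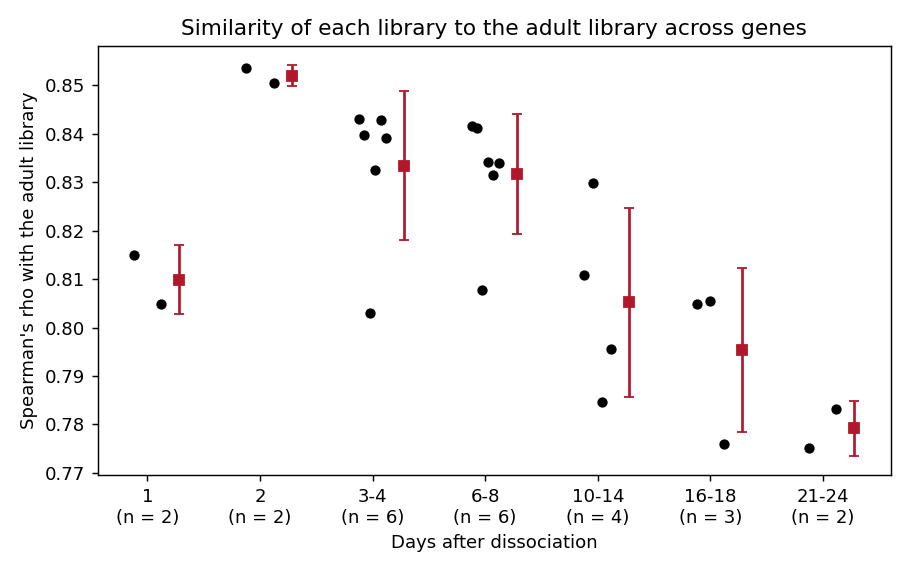
Spearman's correlation of each regenerating library with the adult library across genes (vertical axis), by time window (horizontal axis, days after dissociation). Black points are libraries, and red squares with bars are means with 1 SD; day 2 has the highest mean, 0.852, and days 21 to 24 the lowest, 0.779.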

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

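The tests in this part were chosen after the results were seen. In windows of 4 to 6 libraries, the highest or lowest library was compared with the others by Dixon's test for 10 measures. A library stood apart in 8 of 30 sets of values. For normally distributed values, chance gives about 1 in 20. Unlogged CPM values of the named genes need not follow that rate. Several of the 8 values also share a library or a gene, so they are not separate events. The number 8 of 30 is therefore no measure of an excess.

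Replicate 3 of days 3 to 4 had the lowest total of its window, 7551436 counts against 10794560 to 12698811 in the others, and the fewest genes with a count, 25601 against 26957 to 27284. After every library was thinned to the smallest total, it had 25562 genes with a count against 25836 to 26406 in the others, a gap that no longer passes the same test. Library depth may therefore explain most of its low gene number. The low total itself has no tested explanation.

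The same library had a rank correlation with the adult library of 0.803, against 0.832 to 0.843 in the other libraries of days 3 to 4. Depth is argued against as the cause, because at equal depth the value was 0.801 against 0.8287 to 0.8393. Its score on the first principal component was -68.6, nearer to the mean of day 2 (-81.9) than those of the other libraries of its window. Libraries of day 2 were closer to the adult (0.852), so slower progress along the time course would raise the correlation rather than lower it, but a single library cannot settle this and uneven progress stays open. Another parent animal or cell pool is also open and was not tested for this library.

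Replicate 3 of days 6 to 8 had a correlation with the adult library of 0.808, against 0.832 to 0.842 in the others. Equal depth left it at 0.806 against 0.828 to 0.839, which argues against depth. Its first component score of 32.7 was the highest of its window, towards days 10 to 14, whose libraries had a mean correlation of 0.805. Replicate 5 of days 6 to 8 scored nearly as high, 31.8, yet its correlation was 0.832, which goes against faster progress. Along the axis from days 1 and 2 to days 16 to 24, replicate 3 lay 25.29 above its window mean, with replicate 5 next at 7.66. Faster progress may explain the value of replicate 3, but within this window faster progress and a property of the library cannot be told apart. Libraries of sample set 3 were lowest in every window that holds one. The values were 0.803 at days 3 to 4, 0.808 here, 0.785 at days 10 to 14 and 0.776 at days 16 to 18. By title number this fails, as replicate 3 of days 10 to 14 had the highest value of its window, 0.830. A shared property of set 3 was not tested and stays open.

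For 3 of the 4 named genes, a library lay apart from its window. MSTRG.7659 stood at 26.6 CPM in replicate 6 of days 3 to 4, against 0.602 to 2.52 CPM in the others. MSTRG.6573 was at 8.97 CPM in that library, against 0.451 to 2.95 CPM. MSTRG.15234 reached 47.8 CPM in replicate 2 of days 3 to 4, against 0.366 to 17.8 CPM, and 9.24 CPM in replicate 4 of days 6 to 8, against 0 to 1.63 CPM. If libraries of one window differed in progress, the deviation of a gene from its window mean would follow the position of the library between the profiles of days 1 and 2 and of days 16 to 24. Over the 16 libraries of days 3 to 14, r was 0.259 for MSTRG.7659 (rho 0.276), 0.260 for MSTRG.6573 (rho 0.382) and -0.162 for MSTRG.15234 (rho -0.318). None passed 0.05 (permutation p = 0.289, 0.294 and 0.601 for r, and 0.296, 0.153 and 0.282 for rho, with adjusted values of 0.588, 0.588 and 0.601 for r and 0.394 for each rho over the 4 named genes). Without the 2 libraries farthest from the median position r was 0.540, 0.563 and -0.407. The signs are those that uneven progress predicts, yet with 16 libraries they cannot be told apart from chance. MSTRG.7659 also went with the main component of variation within windows, described below. At days 6 to 8 it stood at 16.5 to 42.4 CPM in libraries with positive scores, against 0.193 to 1.63 CPM with negative scores. At days 10 to 14 the ranges were 573 to 1198 CPM and 0.675 to 39.0 CPM. MSTRG.6573 also split by sign at days 6 to 8, with 11.6 to 19.3 CPM against 0.77 to 6.396 CPM. At days 10 to 14 it stood at 174.6 to 273.9 CPM against 2.03 to 94.1 CPM. Replicate 3 of days 16 to 18, alone in its window with a positive score, held 1161 CPM of it, against 54.8 and 119.8 CPM. That library also had the 5123 CPM of MSTRG.7659 given above. MSTRG.15234 split at days 6 to 8, at 0 to 0.116 CPM against 0.786 to 9.24 CPM, but not at days 10 to 14. Neither MSTRG.6573 nor MSTRG.15234 split at days 3 to 4, and these relations were not tested.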

How the results depend on the processing

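The fits with 2 surrogate variables and with the thinned library were chosen after seeing the data. The count of time-dependent genes (8988) stayed within 1.5 times under every alternative run, from 7247 to 11027 genes except for 6235 of 12953 genes tested at a mean of at least 5 CPM. The count for days 16 to 24 against days 1 and 2 (10531) moved beyond 1.5 times only at a mean of at least 5 CPM, to 6931 of the 12953 genes then tested. DESeq2 size factors, no filter, robust = FALSE and the thinned library left all 8 counts within 1.5 times. The share of variance between windows and its p stayed past 0.05 in all alternatives, and Pearson's r for similarity to the adult in all but 1, set 2 alone (r = -0.710, exact permutation p = 0.075, 7 libraries). Spearman's rho failed in 2, set 2 alone (rho = -0.429, exact permutation p = 0.354) and a mean of at least 5 CPM (rho = -0.334, permutation p = 0.105).

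DESeq2 gave 86 genes for day 2 against day 1 (7 in edgeR), 1495 for the next step (694), with 971 higher and 524 lower, 14 for days 10 to 14 against days 6 to 8 (0), 90 for the step to days 16 to 18 (3) and 81 for the step to days 21 to 24 (11). Its calls included 7 of 7, 640 of 694, 3 of 3 and 11 of 11 of the genes that edgeR called. The cause was not tested. Fitting only the libraries compared gave 2 genes for day 2 against day 1, 42 for days 3 to 4 against day 2 (4 higher, 38 lower), 1197 for days 6 to 8 against days 3 to 4, 5 for days 16 to 18 and 64 for days 21 to 24; the spread is then estimated from fewer libraries. With 2 surrogate variables the counts were 41, 1655, 22 and 18 for the steps to day 2, to days 3 to 4, to days 16 to 18 and to days 21 to 24 (951 of the 1655 higher and 704 lower), and the cause was not tested. A log2 fold change of at least 1 left 1189 of the 1970 genes by construction. A mean of at least 5 CPM gave 398 higher and 258 lower genes for days 3 to 4 against day 2, and left 1 gene for days 21 to 24 against days 16 to 18, with fewer genes tested.

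Upper-quartile scaling gave 3 genes for day 2 against day 1, 2 of them higher (66.7%, against 28.6% of 7). It raised the median log2 fold change of all genes in that step by 0.12. Lower calls outnumbered higher ones with DESeq2 size factors (5 and 2), in DESeq2 (63 and 23), with 2 surrogate variables (28 and 13), at a mean of at least 5 CPM (5 and 0) and with the block from the set label (3 and 0). Fitting only the libraries compared gave 1 and 1. In the other comparisons, and under DESeq2 size factors in all, the share of higher calls moved by less than 10 percentage points.

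The replicate numbers were checked for pairing. Deviations from the window means of same-numbered libraries had a median correlation of -0.00179, from -0.398 to 0.536 over 49 pairs by the title and from -0.298 to 0.536 over 53 pairs by the set label, which gives little support for pairing over the time course. The highest value was that of days 1 and 2, with 2 libraries each. By the set label, days 10 to 14 gave 0.00166, 0.127 and 0.405 with days 16 to 18, and 0.00227 and 0.106 with days 21 to 24. Days 3 to 4 with days 10 to 14 gave only negative values, from -0.258 to -0.0764. Pairing by the set label at the later days therefore stays open. With the replicate block from the title the counts were 0 for day 2 against day 1, 206 for days 3 to 4 against day 2 and 1 for days 16 to 18 against days 10 to 14. With the replicate block from the set label they were 3, 259 and 0, and 1 for days 21 to 24 against days 16 to 18.

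Leaving out 1 library gave 409 to 1168 genes for days 3 to 4 against day 2 (6 fits; lowest without replicate 6 and highest without replicate 5 of days 3 to 4). For days 6 to 8 against days 3 to 4, 12 fits gave 1103 to 2458 genes, lowest without replicates 3 (1103) and 1 (1276) of days 6 to 8. Days 10 to 14 against days 6 to 8 gave 0 in 10 fits. The step to days 16 to 18 gave 0 to 22 genes in 7 fits, 22 without replicate 3 of days 16 to 18, and the step to days 21 to 24 gave 3 to 4 in 3 fits. Ranges were 7797 to 10138 genes for days 16 to 24 against days 1 and 2, 7973 to 9270 for time-dependent genes, 69.2% to 75.4% for the variance share and r = -0.784 to -0.676 for similarity to the adult. Day 2 against day 1 allowed no such fit.

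The 4 named genes kept their direction and an adjusted p under 0.05 in all alternatives that gave one: log2 fold changes from 10.90 to 15.49 for MSTRG.7659, 12.68 to 15.43 for MSTRG.6573, -13.63 to -12.19 for MSTRG.15234 and -12.92 to -11.85 for MSTRG.11899. DESeq2 gave no adjusted p for MSTRG.15234. The 21 counts of genes by window of highest mean, under 3 alternatives, all stayed within 1.5 times. The pseudocount of 0.1 planned for normalized units was not run, since the files hold counts. Steps between windows of 2 libraries have the least power. In simulation 47% of 4-fold changes were recovered for day 2 against day 1. The 200 changed genes gave 96 edgeR calls, where the data gave 7, which argues in part against many 4-fold changes. Smaller changes and changes in genes of low mean were not simulated, so a low count there is no sign of equal expression.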

Other observations

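The tests in this part were chosen after the results were seen. The omnibus count of 8988 genes was reached by 1 of 100 random assignments of the 25 libraries to windows, the real one included, and the next highest gave 1387 genes. For days 6 to 8 against days 3 to 4, 1 of 100 splits (of 462 possible) gave as many genes as the real one, and the next gave 1430. For days 16 to 24 against days 1 and 2, fitted with both windows of a side merged (10209 genes), 1 of 100 splits gave as many, and the next gave 6369. For days 16 to 18 against days 10 to 14, 2 of the 35 splits gave at least 3 genes, the highest 6, so these 3 calls are not beyond other groupings of the same libraries. For days 10 to 14 against days 6 to 8 the real count was 0, which all 100 splits had to reach, so the splits cannot decide there.

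In the main edgeR model, few genes were called between neighbouring windows after days 6 to 8. Low power for large changes is argued against only in part. At these group sizes, simulation called 78% of 4-fold changes between days 6 to 8 and days 10 to 14. It called 65% in each of the 2 later steps. Smaller changes and changes in genes of low mean were not simulated. Simulated genes varied independently with the same dispersion in all windows. Variation that the libraries of days 6 to 14 share across genes was thus left out, and power in the data may be lower. A gradual change, too small in each step, may account for the pattern. Over the wider span from days 6 to 8 to days 21 to 24, edgeR called 825 genes (472 higher, 353 lower), from 596 to 925 when each library of days 6 to 8 was left out, while 277 were called up to days 16 to 18, and 93 from days 10 to 14 to days 21 to 24. The single steps had given 0, 3 and 11 genes.

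One of the other splits of the libraries of days 6 to 14 gave 521 genes where the real split gave 0. It set replicates 1, 3 and 4 of days 6 to 8 with replicates 2, 3 and 5 of days 10 to 14 against the rest, a grouping that time does not describe. The grouping nearly followed the sign of the main component of variation within windows, described below. Scores on its first side were -39.85 to -25.38, except 16.43 for replicate 5 of days 10 to 14. The rest scored 14.67 to 47.89. This match was not tested. Genes that reached 5 CPM in one library and had 0 counts in another of the same window numbered 154 at days 3 to 4, 137 at days 6 to 8, 114 at days 10 to 14 and 29 at days 16 to 18, where 6, 6, 4 and 3 libraries were compared. Day 1, day 2 and days 21 to 24, with 2 libraries each, had 1, 6 and 3 such genes. Low depth is argued against, since 5 CPM corresponds to 37.1 counts of the unscaled total even in the shallowest library. Its TMM factor of 0.886 lowers this number only slightly. The presence of these genes recurred across time. Over the 137 genes chosen at days 6 to 8 alone, deviations from the window mean were compared between each library of days 3 to 4 and each of days 10 to 14. The correlation across genes reached 0.742 (replicate 4 of days 3 to 4 with replicate 3 of days 10 to 14) and fell to -0.639 at the other extreme, and the 24 values from one part of the genes correlated with those from the remaining genes at r = 0.964. Deviations within a window sum to 0, so negative values beside positive ones are built in.

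The numbers in the labels were compared with this structure. Libraries of days 3 to 4 and days 10 to 14 with the same set label had a mean correlation of -0.383 over these genes, from -0.552 to -0.301 in 4 pairs. Shared origin by that label would give positive values. Days 6 to 8 with days 10 to 14 had a mean of -0.386 over 154 genes chosen at days 3 to 4. Over all tested genes, days 10 to 14 with days 16 to 18 had 0.00166, 0.127 and 0.405, so the set label stays open at later days. For the same number in the title, days 3 to 4 and days 10 to 14 had a mean of -0.155. There 2 of 4 pairs were positive, which leaves the title number open. Between days 3 to 4 and days 6 to 8, where both numberings agree, the mean was 0.210 over 108 genes chosen at days 10 to 14, with 5 of 6 pairs positive. A mean as high came from 112 of the 720 matchings of the numbers (exact permutation p = 0.156), so a shared origin by number at these days stays open. Uneven progress along the time course was checked on the main component of variation within windows (39.1% of it). Over the 16 libraries of days 3 to 14, its absolute correlation with the position along the time axis was 0.0264 (rho 0.0559, permutation p = 0.925 and 0.85). It was 0.103 without the 2 libraries farthest on that component. No relation of the component to progress was found. For the 137 genes chosen at days 6 to 8, libraries of days 3 to 4 and days 10 to 14 were compared by the sign of their scores. Pairs of equal sign correlated at 0.0807 to 0.742. Those of opposite sign correlated at -0.639 to -0.274. The recurrence thus went with a component for which no relation to progress was found, which argues against uneven progress for these genes. This link was read from signs in the same libraries and was not tested. A single contaminating source would add genes to one library of a pair only, but in 31 of 36 pairs within a window each library held genes absent from the other, with a median of 8.5 genes for the smaller side and 15.5 for the larger. The 336 genes contained 14 pairs of neighbouring IDs, against a median of 3 and a maximum of 13 in 10000 random sets (permutation p = 0.0001, the smallest these draws can give). Neighbouring IDs could be pieces of one gene or genes that are present or absent together, and the numbers alone cannot settle which. A candidate explanation is that the libraries came from different parent sponges or cell pools that differ in which genes or alleles they carry. The recurrence up to 0.742 is what this would give, but the labels name no parent, so different parents and differences between preparation pools cannot be told apart.

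The fall in similarity to the adult library over days was checked for depth. After every library was thinned to 7425481 counts, r was -0.723 (permutation p = 6e-05), which argues against depth as its cause. No biological explanation was tested, and with 1 adult library a property of that library stays open.

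Replicates of equal number at days 1 and 2 deviated together, with a correlation of 0.536 across genes, more than for any other pair of windows. The deeper library has number 1 in both, so depth was tested: at equal depth the value was 0.510, which argues against depth as the whole cause. It rests on 2 windows of 2 libraries, and a shared origin of the equal numbers may be the reason but was not tested.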
